A study of Mus musculus with 10 samples.

How the data were processed

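RNA was measured by bulk sequencing in 10 libraries of neutrophils taken from grafted mouse squamous cell carcinomas. Per the labels' protocols, RNA was extracted with a microprep column kit and libraries were made with a kit for single cells and low input. The authors deposited 1 table of counts per gene, with a column for each library. The labels state no aligner, counting tool, strandedness, genome build or annotation. The deposited counts are whole numbers. The 4 values with more than 6 digits all end in 0, as after a step that kept 6 significant digits, so they may be rounded estimates. Columns were matched to libraries by the description in the labels, and no column was left unmatched.

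The table holds 55481 entries, of which 55385 are mouse Ensembl gene identifiers, 92 are ERCC spike-in sequences and 4 are transgene sequences. The 96 sequences that are not mouse genes were kept out of library sizes and tests. They made up between 0.000992% and 0.00277% of a library's counts. Gene symbols and coordinates came from GENCODE M21 (GRCm38), which matched 55144 identifiers. The other 241 held at most 0.04% of a library's counts. Since the authors' build is not stated, the coordinates given are those of this annotation.

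Libraries were grouped by the graft and treatment in the labels into control naive (n = 3), control treated (n = 2), Sox2Hi naive (n = 3) and Sox2Hi treated (n = 2). The groups, tests, gene lists, named-gene rule and first set of alternatives were fixed before the data were examined. All 10 libraries entered one model with the 4 groups as its terms, fitted in edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM factors and the quasi-likelihood F-test. This left 29648 genes. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. The 5 contrasts were treated against naive in each graft, Sox2Hi against control at each treatment, and the graft by treatment interaction. Standard errors were the log2 fold change divided by the square root of F. Total counts ran from 13815734 to 22986193 per library, with a common biological coefficient of variation of 0.232. CPM values of single genes are scaled by the TMM factors. The floor for a gene with no reads was 3 counts, which covers counting error only.

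Of 13 gene lists written in advance, 7 were tested with fry in limma 3.58.1 under each contrast, with Benjamini-Hochberg adjustment over the 35 tests. The lists covered interferon-stimulated genes, interferon gamma targets, NF-kB inflammatory genes, tumour neutrophil genes, hypoxia and glycolysis, granule and immature genes, and proliferation. The other 6 described cell identity and were not tested: neutrophil, keratinocyte, macrophage and dendritic cell, T and NK cell, fibroblast and endothelial, and erythroid. Of the 20 neutrophil identity genes, 5 are also in the granule list. A list's median was also placed among 10000 random lists matched on mean expression. A list's score in a library was the mean of log2(CPM + 1) over its genes.

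For each contrast, the genes named are the 3 with the largest rise and the 3 with the largest fall among those called, with a mean of at least 10 CPM. Outside the interaction their libraries also had to show no overlap between the groups. Predicted genes with a Gm or Rik name and genes without a symbol were excluded. Besides these, 11 genes fixed in advance were reported whatever their result. One further gene fixed in advance is not reported here.

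The main TMM factors are called the all-gene scaling. The alternative that kept the 11274 genes with a mean of at least 5 CPM, with TMM factors from them, is called the expressed-gene scaling. Other alternatives were DESeq2 1.42.0, RLE factors, library totals only, all genes with a count, limma-voom with quality weights, replicate blocks from 2 sets of numbers, fits on the groups compared alone, and each library left out in turn. For lists, camera was run with a preset correlation of 0.01 and with an estimated one. After the data were seen, 6 alternatives were added, among them factors from expressed genes, genes at least 5 times over the silent-gene rate, subtraction of that rate, and a Ddx3y covariate. The silent-gene rate of a library was the median count per kb of exon over 1464 olfactory and vomeronasal receptor genes. It was multiplied by each gene's exon length to give an expected background.

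Replicates of one group were compared by a chi-square test over genes with at least 20 counts in the pair. The smallest chi-square per degree of freedom was 12.5, so no library was counted as a repeat of another. The numbers in the titles were checked for pairing by correlating deviations from group means across genes. The correlations of the 3 naive pairs were 0.273, 0.325 and 0.474, so naive libraries with one number deviated alike. Naive libraries with unlike numbers were not correlated for comparison, so a pairing by mouse or batch is not shown. Taking the naive libraries as pairs rests on this check alone, since the labels do not say what a number marks. The 8 pairs of a naive and a treated library with one title number ran from -0.28 to 0.246. The 2 treated groups gave -0.0952 for both pairs, which are equal by construction with 2 libraries per group.

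The code was tested on simulated counts with a biological coefficient of variation of 0.3 and 200 genes, with a mean of at least 5 CPM, raised or lowered by 2 on the log2 scale in the treated control libraries. The quasi-likelihood test ran on 28753 genes and recovered 175 of the 200 for treated against naive in control tumours, with 12 false calls. It recovered 157 for the treated grafts and 55 for the interaction. The 2 contrasts with no simulated change gave 0 calls each.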

Results

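Neutrophils were profiled from squamous cell carcinomas grown from cells with low Sox2 (the parental control) or high Sox2 (Sox2Hi). Sox2 is a transcription factor of stem cells. The hosts were CatchupIVM-red mice, in which neutrophils carry a red fluorescent Tomato reporter linked to the neutrophil gene Ly6g. Tumours were left untreated (naive) or received an antibody against PDL1 with a CD40 agonist, an immunotherapy combination. The design asks whether Sox2 in the tumour cells lowers the response of neutrophils to interferons. There were 3 control naive, 2 control treated, 3 Sox2Hi naive and 2 Sox2Hi treated libraries. Total gene counts by replicate were 16293481, 13815734 and 17063652 in control naive and 18927461 and 22986193 in control treated. They were 18267413, 16097247 and 16687094 in Sox2Hi naive and 16019847 and 17861180 in Sox2Hi treated.

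Ly6g (ENSMUSG00000022582, chromosome 15, 75155240 to 75159126 in GRCm38) was measured at 1.99 ± 0.54 CPM in control naive (SD, n = 3) and 17.4 ± 4.6 CPM in control treated (SD, n = 2). It was at 2.57 ± 0.85 CPM in Sox2Hi naive (SD, n = 3) and 7.10 ± 2.8 CPM in Sox2Hi treated (SD, n = 2). The sum of the 20 neutrophil identity genes was 2.40% ± 0.53 of counts in control naive, 3.88% ± 0.011 in control treated, 2.28% ± 0.34 in Sox2Hi naive and 2.62% ± 0.20 in Sox2Hi treated. Sox2 itself was at 1.76 ± 0.30, 0.57 ± 0.45, 1.11 ± 0.35 and 0.931 ± 0.051 CPM in the same order, and no difference between the grafts was detected at either treatment (edgeR adjusted p-values 0.22 and 0.38). It was lower in treated than in naive control tumours (-1.58, SE 0.45, edgeR adjusted p-value 0.020), with 3 and 12 reads in the 2 treated libraries. Without treated replicate 2 this was -2.75 and without replicate 1 it was -0.96, and DESeq2, limma-voom and background subtraction did not call it. The background described next equalled 52.5% of its reads.

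Reads were present over olfactory and vomeronasal receptor genes, taken here as silent. They gave an expected background of 6.36% ± 1.77 of counts in control naive (SD, n = 3), 1.66% ± 0.11 in control treated (SD, n = 2), 3.77% ± 0.14 in Sox2Hi naive (SD, n = 3) and 4.50% ± 0.65 in Sox2Hi treated (SD, n = 2). Gm10800 (chromosome 2, 98666547 to 98667301, minus strand, annotated as protein coding) held 8.49% ± 0.81, 0.595% ± 0.13, 4.69% ± 0.70 and 6.98% ± 2.4 of counts in the same groups. The TMM factors of the all-gene scaling were 0.63 and 0.589 in the 2 control treated libraries and between 0.93 and 1.4 in the others.

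**Figure D1:**
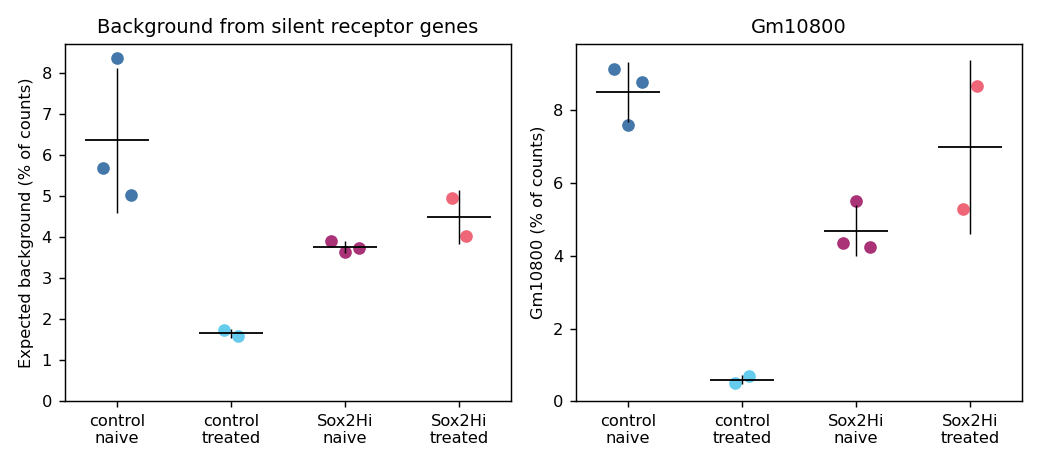
Expected background from silent receptor genes (left) and Gm10800 (right) as a percentage of each library's counts, by group. Points are libraries, horizontal lines are means and vertical lines are 1 SD. The 2 control treated libraries have the lowest values in both panels, with 1.66% mean expected background.

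In genes with low counts, the ratio of reads per kb on chromosome X to that on autosomes was 0.756 ± 0.055 in the 4 libraries with at most 8 reads of Ddx3y (SD, n = 4), a gene on chromosome Y. It was 0.535 ± 0.12 in the 6 libraries with at least 1007 (SD, n = 6; exact two-sided permutation p-value 0.0095, the smallest of 210 arrangements). Each of the 4 groups had libraries of both kinds.

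**Figure D2:**
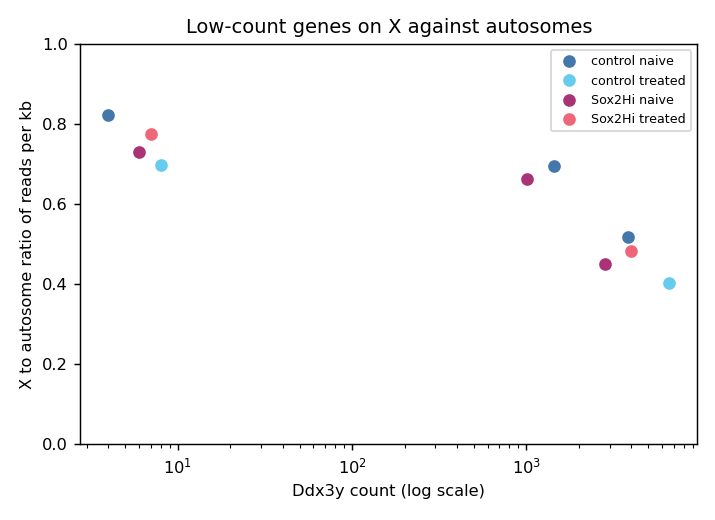
Ratio of reads per kb on chromosome X to autosomes in genes with low counts (vertical axis) against the Ddx3y count on a log scale (horizontal axis). Points are the 10 libraries, coloured by group. The 4 libraries with at most 8 Ddx3y reads lie between 0.698 and 0.823, and the 6 others between 0.403 and 0.695.

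The median change depended on expression under the all-gene scaling. For treated against naive in control tumours it ran from -0.79 on the log2 scale in 8419 genes under 1 CPM to 1.10 in 1509 genes of 100 CPM or more. For the interaction it ran from 1.03 to -1.20 over the same classes. The median of all 29648 genes was -0.30, 0.070, -0.081, 0.13 and 0.22 for treatment in control tumours, treatment in Sox2Hi tumours, the naive grafts, the treated grafts and the interaction. In the 11274 genes of the expressed-gene scaling it was -0.18, 0.090, -0.047, 0.040 and 0.024. In 1368 genes of 100 CPM or more that were in no list, the interaction median was -1.20 under the all-gene scaling and -0.38 under the expressed-gene scaling. Changes are therefore given under both scalings. The expressed-gene set still held 263 of the receptor genes taken as silent. Their medians under that scaling were -1.21, 0.70, -0.90, 1.04 and 1.93 for the 5 contrasts in the order above. Calls under the expressed-gene scaling are therefore not free of background.

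**Figure D3:**
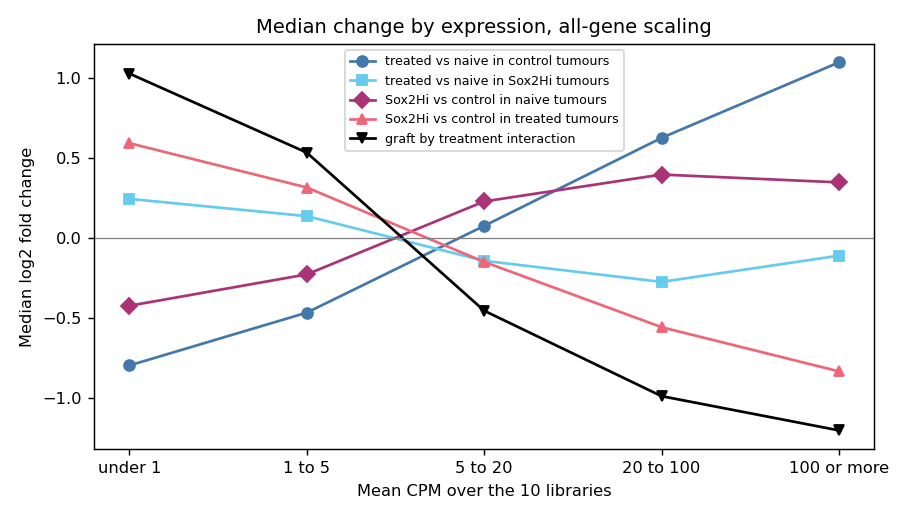
Median log2 fold change (vertical axis) of genes grouped by mean CPM over the 10 libraries (horizontal axis) for the 5 contrasts, under the all-gene scaling. The interaction falls from 1.03 in the lowest class to -1.20 in the highest.

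Treatment of control tumours changed 10078 of 29648 genes (edgeR quasi-likelihood test, adjusted p-value under 0.05), 5545 higher and 4533 lower. Under the expressed-gene scaling 6456 of 11274 genes were called, 2720 higher and 3736 lower, and 3973 genes were called under both, all in the same direction. The alternative that moved the count most used library totals only, with 21640 calls, 1492 higher and 20148 lower. Simulated libraries that differed only in background, described below, gave 7342 calls for this contrast under the all-gene scaling and 214 under the expressed-gene scaling. Gbp10 (ENSMUSG00000105096, chromosome 5, 105215699 to 105239533) rose by 5.88 on the log2 scale (SE 0.27, adjusted p-value 1.1e-06), from 4.71 ± 0.64 to 278 ± 59 CPM. Gbp8 rose by 5.85 (SE 0.24) and Ngp by 5.38 (SE 1.0). Among genes meeting the naming rule, the largest falls were in Igha (-4.65, SE 1.3), Cma1 (-4.52, SE 0.9) and Cthrc1 (-3.92, SE 0.5). Cell identity lists also changed on treatment, as given below, so these falls are not shown to be changes within neutrophils. Limma-voom did not call Igha (-4.46, limma-voom adjusted p-value 0.13). Without control treated replicate 2 Cma1 was -5.95 and Cthrc1 -3.34, and without replicate 1 Cthrc1 was -4.73. The guanylate-binding genes and the immunoglobulin genes belong to families with near-identical members, so their single values are uncertain.

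Treatment of Sox2Hi tumours changed 1070 genes, 531 higher and 539 lower. The expressed-gene scaling called 2433, 1692 higher and 741 lower, of which 916 were called under both in the same direction. Leaving out Sox2Hi naive replicate 1, 2 or 3 gave 601, 390 and 172 calls. Gbp8 rose by 4.36 (SE 0.22, edgeR adjusted p-value 9.4e-06), Gbp10 by 4.28 (SE 0.25) and Gbp4 by 4.08 (SE 0.26). Igkv8-24 had the log2 fold change -5.71 (SE 0.76), with 0 and 22 reads in the treated libraries. Without the library of 0 reads this was -4.67, and without the other it was -12.2, a fit against 0 reads. Hba-a1 had -3.61 (SE 0.67). Igkv1-110 had 0 reads in both treated libraries and was at least 214-fold lower than its naive mean of 38.8 CPM. Without Sox2Hi naive replicate 3 neither Hba-a1 (-3.28) nor Igkv1-110 was called (edgeR adjusted p-values 0.071 and 0.081). Limma-voom with all libraries did not call Igkv1-110 either (limma-voom adjusted p-value 0.058). Over 11274 genes the treatment responses of the 2 grafts correlated across genes at r = 0.441 (Spearman 0.352), and genes are not independent replicates. Of the 6456 genes called in control tumours, 4399 (68.1%) changed in the same direction in Sox2Hi tumours.

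In naive tumours, Sox2Hi differed from control in 554 genes, 492 higher and 62 lower. The split turned over with the expressed-gene scaling, to 237 higher and 1339 lower among 1576 calls, and 242 genes were shared, all in the same direction. With the title number as a block, which takes the naive libraries as pairs, 2282 genes were called, 1866 higher and 416 lower. The block by description number, which pairs the naive libraries alike, called 301, 288 higher and 13 lower. Leaving out control naive replicate 3 gave 2166 calls, and leaving out any other naive library gave between 3 and 11. Sptssb (ENSMUSG00000043461, chromosome 3, 69819542 to 69859940) rose by 3.91 (SE 0.41, edgeR adjusted p-value 0.0077), from 2.63 ± 1.6 to 39.6 ± 9.6 CPM. Igkv6-15 had a log2 fold change of 10.5 (SE 2.3), with 0.657, 999 and 170 CPM in the 3 Sox2Hi libraries. Without the library of 999 CPM it was 8.27 and no longer called (edgeR adjusted p-value 0.12). Of the 10 alternatives that lost the call, 9 used edgeR (adjusted p-values from 0.052 to 0.19) and 1 limma-voom (0.20). Igkv8-24 was at least 219-fold higher than in control naive, where no library had over 2 reads. The falls named by the rule were Olfr613 (-0.88), H2-Q4 (-0.79) and Vmn1r197 (-0.74). Each kept its call without control naive replicate 3 and lost it in the other 5 fits without 1 library (edgeR adjusted p-values from 0.092 to 0.19). Each also lost it with the Ddx3y covariate, all genes with a count, library totals and the 2 groups alone. Expected background made up 5.49%, 5.01% and 9.44% of their reads. Olfr613 and Vmn1r197 belong to the receptor families taken as silent, of which 1135 genes had a median of -0.52 here under the all-gene scaling. The falls of these 2 genes are therefore not shown to be changes in expression.

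In treated tumours, Sox2Hi differed from control in 4076 genes, 1240 higher and 2836 lower. With the expressed-gene scaling 2353 were called, 1691 higher and 662 lower, and 1130 were shared in the same direction. A fit on the 4 treated libraries alone called 2 genes, with 7917 at an unadjusted p-value under 0.05. Sptssb rose by 6.80 (SE 0.64, edgeR adjusted p-value 0.0043), from 0.437 ± 0.095 to 49.1 ± 20 CPM. Ptn rose by 3.18 (SE 0.8), with 74.2 CPM in 1 Sox2Hi library and 18.3 in the other, and Tspan1 by 2.68 (SE 0.52). Over the 4 fits without 1 library these ran from 1.83 to 4.32 and from 2.01 to 4.01, without a test. Ptn was not called with background subtracted (3.8) or with the replicate block by description number (2.71; edgeR adjusted p-values 0.058 and 0.099). Atp6v0d2 had the log2 fold change -3.15 (SE 0.48), Car4 -3.14 (SE 0.48) and BC100530 -2.86 (SE 0.56).

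The treatment response differed between the grafts in 8149 genes by the interaction term, 3343 with a higher and 4806 with a lower response in Sox2Hi. The expressed-gene scaling called 2228 genes, 1908 higher and 320 lower, and 1252 were shared, all in the same direction. The 263 silent receptor genes in that set had a median of 1.93, so background may add to the higher calls. Sptssb (2.89, SE 0.76) and Prlr (3.41, SE 0.9) were higher, and Prlr stood at 64.6 CPM in 1 Sox2Hi treated library and 7.27 in the other. Without the former its value was 1.08. Expected background made up 37.3% of the reads of Prlr, and with background subtracted it was 5.73 and not called (edgeR adjusted p-value 0.052). Limma-voom called neither Sptssb nor Prlr. The third highest was a clone-named gene on chromosome 19, 32543348 to 32563611, with 1.87 (SE 0.3). The lowest were Iglv2 (-14.9), Igkv6-15 (-14.8) and Iglc2 (-13.0). Iglv2 had 5166 reads in 1 control treated library and 0 in the other, and without the former its value was -0.22. Background subtraction did not call it (edgeR adjusted p-value 0.054). For Iglc2, with 5894 and 7 reads in the same libraries, it was -4.51, and for Igkv6-15 it was -8.03. Limma-voom called none of these 3.

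The interferon-stimulated list (53 genes) rose with treatment in both grafts. In control tumours its median log2 fold change was 2.08, with 52 of 53 genes higher (fry adjusted p-value 8.1e-05), and 1.55 under the expressed-gene scaling (adjusted p-value 0.0017). In Sox2Hi tumours it was 1.07, with 53 of 53 higher (fry adjusted p-value 0.00057), and 1.34 (adjusted p-value 0.0017). Of its genes, 51 were called in control tumours over all genes tested and 52 adjusted over the list alone. In Sox2Hi tumours these numbers were 33 and, adjusted over the list alone, 44. The interferon gamma list (44 genes) had medians of 2.15 and 1.39 (fry adjusted p-values 8.1e-05 and 0.00038), and 1.60 and 1.66 under the expressed-gene scaling.

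In naive tumours neither interferon list passed the threshold between the grafts. The medians were -0.0098 and 0.0035 (fry adjusted p-values 1 and 0.83), and -0.39 and -0.40 under the expressed-gene scaling (adjusted p-values 0.12 and 0.11). In treated tumours the medians were -0.92 and -0.90 (fry adjusted p-values 0.0025 and 0.0036). With the expressed-gene scaling they were -0.51 and -0.47, and neither passed the threshold (adjusted p-values 0.087 and 0.071). Random lists matched on expression had median values of 0.36 and 0.35 in naive tumours, so the interferon lists stood at percentile 0 there. In treated tumours the random lists had -0.62 and -0.72, and the interferon lists stood at percentiles 0 and 0.34.

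For the interaction the interferon-stimulated list had a median of -1.09 (fry adjusted p-value 0.0069) and the interferon gamma list -1.01 (adjusted p-value 0.0079). With the expressed-gene scaling these were -0.27 and -0.19 (adjusted p-values 0.70 and 0.64), so no difference in response was detected there. The random lists had -1.02 and -1.10, and the interferon lists stood at percentiles 14.9 and 89.8. Camera with an estimated correlation gave adjusted p-values of 0.16 and 0.17 for the interaction, and its preset correlation gave 2.3e-11 and 1.3e-10. In treated tumours the estimated correlation gave 0.066 and 0.082, against 3.0e-23 and 5.2e-20 with the preset. For treatment in either graft both lists held with the estimated correlation (adjusted p-value 0.032 for each).

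**Figure D4:**
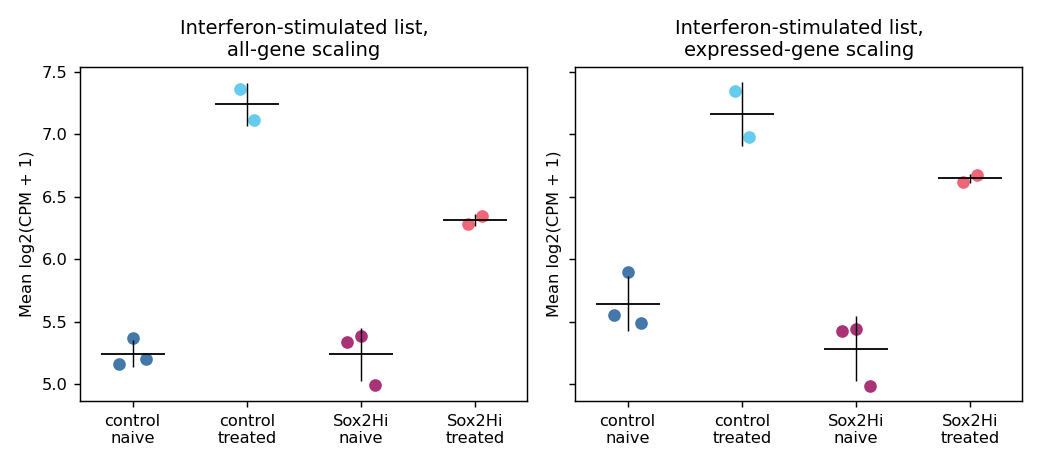
Score of the interferon-stimulated list, the mean of log2(CPM + 1) over its genes, in each library under the all-gene (left) and expressed-gene (right) scaling. Points are libraries, horizontal lines are means and vertical lines are 1 SD. Treated groups lie above naive groups in both panels, and the 2 treated groups are closer under the expressed-gene scaling (7.16 and 6.65) than under the all-gene scaling (7.24 and 6.31).

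Of 9 single interferon genes fixed in advance, 9 were called in control tumours and 8 in Sox2Hi tumours on treatment, 8 and 8 under the expressed-gene scaling (edgeR). In Sox2Hi tumours the 8 became 7, 5 and 4 without naive replicate 1, 2 and 3, as Irf7 lost its call in 3 of these fits, Ifit1 and Ifit3 in 2 and Isg15 in 1. In control tumours Mx1 lost its call without naive replicate 1 or 3. Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095) rose from 200 ± 14 to 1772 ± 327 CPM in control tumours and from 216 ± 35 to 781 ± 106 CPM in Sox2Hi tumours. Between the treated grafts 7 were called, all lower in Sox2Hi, and 0 under the expressed-gene scaling, where 4048 genes had an unadjusted p-value under 0.05. In naive tumours 0 were called, and 2 under the expressed-gene scaling, Mx1 (-0.73) and Cxcl10 (-0.84). Limma-voom called 1 there, Irf7, which was higher in Sox2Hi (0.644, limma-voom adjusted p-value 0.04). With the replicate number as a block in the naive libraries alone and genes above background, 3 were called, Cxcl10 (-0.82), Ifit1 (-0.65) and Ifit3 (-0.75; edgeR adjusted p-values 0.026, 0.045 and 0.032). The same block with all filtered genes called 0, as did genes above background without the block. Limma-voom called 1 in naive tumours, Irf7, which was higher in Sox2Hi (0.64, limma-voom adjusted p-value 0.04). For the interaction 3 were called, Isg15, Irf7 and Cd274, and 0 under the expressed-gene scaling, where 4 of the 9 changed sign to higher and 3669 genes had an unadjusted p-value under 0.05. Without Sox2Hi naive replicate 3 the interaction called 6 of the 9, without control naive replicate 2 it called 5, and without any other naive library it called 2. DESeq2 called 7, RLE factors, limma-voom and the block by title number 6 each, and background subtraction, genes above background and library totals 0.

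Of the 5 other lists, in control tumours the NF-kB inflammatory (1.74), tumour neutrophil (1.41), hypoxia and glycolysis (1.57), and granule and immature (1.93) lists rose on treatment (fry adjusted p-values 0.00010, 8.1e-05, 0.00038 and 8.1e-05). The proliferation list had -0.71 (adjusted p-value 0.19), and -1.22 under the expressed-gene scaling (adjusted p-value 0.018). In Sox2Hi tumours the granule and immature list rose (0.91, fry adjusted p-value 0.0063) and the proliferation list fell (-1.40, adjusted p-value 0.0098). The NF-kB (0.25), tumour neutrophil (0.11) and hypoxia (0.13) lists did not pass there (fry adjusted p-values 0.058, 0.70 and 0.33), and the NF-kB list did under the expressed-gene scaling (0.51, adjusted p-value 0.032). With camera and an estimated correlation, neither the granule nor the proliferation list passed in Sox2Hi tumours (adjusted p-values 0.066 and 0.079). In control tumours the NF-kB, tumour neutrophil and granule lists passed with it (adjusted p-value 0.032 for each) and the hypoxia list did not (0.066).

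In naive tumours the NF-kB (0.44), tumour neutrophil (0.39) and hypoxia (0.52) lists were higher in Sox2Hi (fry adjusted p-values 0.019, 0.0073 and 0.021). None of these 3 passed under the expressed-gene scaling (adjusted p-values 0.82, 0.76 and 0.23) or with camera and an estimated correlation (0.17, 0.093 and 0.16). They stood at percentiles 96.9, 79.6 and 99.8 of the random lists. With the replicate block by description number, which pairs the naive libraries alike, the NF-kB list did not pass (0.44, fry adjusted p-value 0.060). The NF-kB median ran from 0.33 to 0.51 over the 6 fits without 1 library and did not pass in 4 of them, those without control naive replicate 2 or 3 or Sox2Hi naive replicate 1 or 2. The hypoxia median ran from 0.44 to 0.75 and did not pass without Sox2Hi naive replicate 1 or 3. The granule (0.39) and proliferation (0.32) lists did not pass (fry adjusted p-values 0.058 and 0.23). The granule median ran from 0.25 to 0.49 over the same 6 fits and passed without control naive replicate 2 or Sox2Hi naive replicate 3. With the title number as a block, which takes the naive libraries as pairs, the granule list did (0.34, fry adjusted p-value 0.029). With the block by description number it did not (0.36, fry adjusted p-value 0.1). With the replicate number as a block in the naive libraries alone and genes above background, none of the 4 passed: granule 0.14, NF-kB 0.11, tumour neutrophil 0.12 and hypoxia 0.32 (fry adjusted p-values 0.39, 0.51, 0.53 and 0.37). In treated tumours the NF-kB (-1.01), tumour neutrophil (-0.96), hypoxia (-0.93) and granule (-0.91) lists were lower in Sox2Hi (fry adjusted p-values 0.0016, 0.00055, 0.0098 and 0.0031). With the expressed-gene scaling none of the 4 passed (adjusted p-values 0.055, 0.051, 0.071 and 0.071). They stood at percentiles 0.02, 0.02, 0.19 and 0 of the random lists, and camera with an estimated correlation gave adjusted p-values of 0.066, 0.032, 0.13 and 0.066. For the interaction the first 4 of these lists had medians of -1.44, -1.47, -1.50 and -1.31 (fry adjusted p-values 0.0011, 0.00038, 0.0036 and 0.0025). Their medians under the expressed-gene scaling were -0.62, -0.66, -0.72 and -0.70 (adjusted p-values 0.072, 0.069, 0.055 and 0.069). The random lists had -1.10, -1.04, -1.07 and -0.71 under the all-gene scaling, and the 4 lists stood at percentiles 0.02, 0, 0 and 0. Camera with an estimated correlation gave adjusted p-values of 0.066, 0.032, 0.094 and 0.066 for the interaction. The proliferation list had -0.42 in treated tumours and -0.78 for the interaction (fry adjusted p-values 0.28 and 0.13).

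Among the cell identity lists, under the expressed-gene scaling, the neutrophil genes had a median of 1.55 on treatment in control tumours and 0.97 in Sox2Hi tumours. The corresponding medians were -1.89 and -1.51 for fibroblast and endothelial genes, -0.94 and -0.31 for keratinocyte genes, 0.59 and 0.44 for macrophage and dendritic cell genes, 1.75 and 1.18 for T and NK cell genes, and -2.36 and -3.24 for 4 erythroid genes. Treated and naive libraries may therefore differ in their mix of cells, and changes on treatment were not separated from such a difference.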

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

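The interaction term, list tests, expressed-gene scaling, limma-voom, fits without 1 library and test of tdTomato with Ly6g were fixed in advance. The other tests in this part were chosen after the results were seen.

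The response to treatment differed between the grafts by the interaction term in 8149 genes. It also differed in the median of 6 lists: interferon-stimulated (-1.09), interferon gamma (-1.01), NF-kB inflammatory (-1.44), tumour neutrophil (-1.47), hypoxia and glycolysis (-1.50), and granule and immature (-1.31). A candidate explanation is technical. Background reads were scarcest in the control treated libraries, and with most tested genes at low counts the factors may follow that background. In simulated libraries where no expressed gene differed and only the measured background did, the all-gene scaling called 2327 genes for the interaction and gave the interferon-stimulated list a median of -0.72 (fry adjusted p-value 0.011). In the same simulation the expressed-gene scaling called 93 genes and gave -0.057. The simulated value is smaller than the observed one, so background need not be the whole of it. In the naive grafts the simulation gave the list 0.27 where -0.0098 was observed, so background alone does not account for each comparison. The simulation was drawn once, with a biological coefficient of variation of 0.3 against the common value of 0.232 in the data. Its counts of calls may therefore be too low. For treatment of Sox2Hi tumours the simulation called 0 genes under either scaling. For treatment of control tumours it called 7342 genes under the all-gene scaling and 214 under the expressed-gene scaling. The all-gene scaling gave the list 0.665 there (fry adjusted p-value 0.0049), where 2.08 was observed. Part of the 10078 calls in control tumours may therefore come from background. The last 4 lists lay below random lists matched on expression, at percentiles of at most 0.02 (random medians -1.10, -1.04, -1.07 and -0.71). Without any 1 library their medians were at most -1.31, -1.33, -1.37 and -1.14. Genes of the random lists were drawn singly, while genes of a list are correlated. These percentiles therefore cannot exclude a shift that depends on expression alone. The random medians also came from the fit with all libraries. Camera with an estimated correlation passed only the tumour neutrophil list (adjusted p-values 0.066, 0.032, 0.094 and 0.066 in the same order). None of the 4 passed the threshold under the expressed-gene scaling. The tables argue against sex of the mice as the whole cause, since with Ddx3y as a covariate the interferon-stimulated median was -1.07 and stayed past the threshold (fry adjusted p-value 0.013). A difference in RNA per genome copy, which the background would then measure correctly, cannot be told apart from this, because the spike-in sequences had 3 reads in all. An effect of Sox2 in the graft stays open for the lists whose expressed-gene medians remain below 0. The neutrophil identity list had an interaction median of -0.72 under the expressed-gene scaling, with 0 of 20 genes higher, and -1.54 under the all-gene scaling. A smaller gain in the share of neutrophil RNA in Sox2Hi tumours was not tested for the interaction and stays open as well.

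Single genes that differed by the same term were Ly6g (-1.66), Isg15 (-1.12), Irf7 (-1.41) and Cd274 (-1.30), and under the expressed-gene scaling none of these 4 passed the threshold. Sptssb (2.89), Prlr (3.41) and the clone-named gene on chromosome 19 (1.87) were higher and remained past it. Iglv2 (-14.9), Igkv6-15 (-14.8) and Iglc2 (-13.0) also did. Limma-voom called none of these 6 except the gene on chromosome 19. Without control treated replicate 2 the 3 immunoglobulin values were -0.22, -8.03 and -4.51, and without Sox2Hi treated replicate 2 Prlr was 1.08. Expected background made up 37.3% of the reads of Prlr and at most 2.94% for the other 5. With background subtracted, Prlr (5.73) and Iglv2 (-15.2) were not called (edgeR adjusted p-values 0.052 and 0.054). Cells that make antibody and entered single libraries were not tested as their source. For Sptssb, a larger share of keratinocyte RNA in Sox2Hi libraries is unlikely to be the cause, since the keratinocyte list had a median of -0.34 in naive and 0.048 in treated tumours under the expressed-gene scaling (-0.021 and -0.39 under the all-gene scaling). The summed share of these 20 genes was 0.403% ± 0.155 in control naive and 0.517% ± 0.097 in Sox2Hi naive (SD), against 2.63 and 39.6 CPM of Sptssb. In treated tumours it was higher in Sox2Hi, 0.276% ± 0.0999 against 0.149% ± 0.0535 in control (SD), while Sptssb went from 0.437 to 49.1 CPM. Tumour cells that differ in Sptssb at an equal share remain open and were not tested.

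Reads from tdTomato, the reporter, were present in each library, with 135 or more counts against a floor of 3. They were not used in a comparison. Their correlation with Ly6g over the 10 libraries was 0.309 by Spearman (permutation p-value 0.39, 0.39 after adjustment for 2 relations) and 0.523 by Pearson (permutation p-value 0.12, 0.25 adjusted). Without the 2 libraries farthest from the median r was 0.408, and within groups it was -0.056. The tables argue against background as the source. Silent genes had 2.51 to 8.85 reads per kb, so 15.3 to 185 kb of them would be needed for the tdTomato reads of a library, and the coding sequence is under 2 kb. Whether the reads are the reporter transcript of the sorted cells stays open, since they were not shown to follow Ly6g. No other source of the sequence was tested.

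Silent receptor genes gave an expected background of 1.58% or more of counts in each library. In genes with low counts, the ratio of reads on chromosome X to reads on autosomes was 0.756 ± 0.055 in the 4 libraries with at most 8 Ddx3y reads and 0.535 ± 0.12 in the 6 with at least 1007 (SD). Ddx3y lies on chromosome Y and marks male cells. The exact two-sided permutation p-value was 0.0095, the smallest that 210 arrangements allow. The direction is consistent with genomic DNA, of which male cells carry 1 X chromosome. The 2 libraries with 1436 and 1007 Ddx3y reads had ratios of 0.695 and 0.662, between the rest. Low-level transcription would give a similar ratio in both, and the difference of 0.222 argues against it. No other explanation was tested.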

How the results depend on the processing

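The alternatives chosen after the data were seen were expressed-gene factors with all genes tested, genes above background, background subtraction, the Ddx3y covariate and the replicate block in the naive libraries alone with either set of genes. For treated against naive in control tumours, the count became 16194 (3158 higher, 13036 lower) with expressed-gene factors, 6630 (3283 higher, 3347 lower) with background subtraction, 5674 (2487 higher, 3187 lower) with genes above background, 21640 (1492 higher, 20148 lower) with library totals and 6456 (2720 higher, 3736 lower) with the expressed-gene scaling. For treated against naive in Sox2Hi tumours, the count became 3353 (987 higher, 2366 lower) with DESeq2, 1876 (1445 higher, 431 lower) with expressed-gene factors, 2147 (1473 higher, 674 lower) with genes above background, 1789 (482 higher, 1307 lower) with library totals, 2676 (1011 higher, 1665 lower) with limma-voom, 2433 (1692 higher, 741 lower) with the expressed-gene scaling and 2756 (925 higher, 1831 lower) with the 2 groups compared alone. For the naive grafts, the count became 4114 (3694 higher, 420 lower) with DESeq2, 280 (264 higher, 16 lower) with the Ddx3y covariate, 1289 (1186 higher, 103 lower) with RLE factors, 3915 (275 higher, 3640 lower) with expressed-gene factors, 1113 (167 higher, 946 lower) with genes above background, 23 (13 higher, 10 lower) with library totals, 5570 (3502 higher, 2068 lower) with limma-voom, 1576 (237 higher, 1339 lower) with the expressed-gene scaling, 24 (20 higher, 4 lower) with the 2 groups compared alone, 301 (288 higher, 13 lower) with the replicate block by description number, 3841 (2227 higher, 1614 lower) with the replicate block in the naive libraries alone, 1893 (765 higher, 1128 lower) with the same block with genes above background and 2282 (1866 higher, 416 lower) with the replicate block by title number. For the treated grafts, the count became 745 (558 higher, 187 lower) with background subtraction, 1508 (1127 higher, 381 lower) with genes above background, 10991 (10687 higher, 304 lower) with library totals, 2353 (1691 higher, 662 lower) with the expressed-gene scaling and 2 (2 higher, 0 lower) with the 2 groups compared alone. For the interaction, the count became 1734 (1520 higher, 214 lower) with background subtraction, 1607 (1426 higher, 181 lower) with genes above background, 12501 (12189 higher, 312 lower) with library totals and 2228 (1908 higher, 320 lower) with the expressed-gene scaling. Within 1.5 times of the count, the split was 90 higher and 445 lower with background subtraction for the naive grafts, 596 higher and 4907 lower with DESeq2 for the treated grafts, 835 higher and 4123 lower with RLE factors for the treated grafts, 4708 higher and 696 lower with expressed-gene factors for the treated grafts, 487 higher and 2674 lower with all genes with a count for the treated grafts, 584 higher and 2736 lower with limma-voom for the treated grafts, 1189 higher and 6672 lower with DESeq2 for the interaction, 2193 higher and 6265 lower with RLE factors for the interaction, 10352 higher and 582 lower with expressed-gene factors for the interaction, 1456 higher and 5100 lower with all genes with a count for the interaction, 330 higher and 569 lower with all genes with a count for treatment of Sox2Hi tumours, 991 higher and 416 lower with background subtraction for treatment of Sox2Hi tumours, 6347 higher and 1374 lower with DESeq2 for treatment of control tumours, 6488 higher and 2394 lower with RLE factors for treatment of control tumours, 5573 higher and 2264 lower with all genes with a count for treatment of control tumours, 5462 higher and 2501 lower with limma-voom for treatment of control tumours and 5429 higher and 1749 lower with the 2 groups compared alone for treatment of control tumours. The expressed-gene scaling and genes above background test fewer genes, and library totals carry no correction for composition. The cause of the other changes was not tested.

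Leaving out 1 library at a time gave from 172 to 601 calls for treated against naive in Sox2Hi tumours and from 3 to 2166 in the naive grafts, the highest without control naive replicate 3. The other 5 fits of the naive grafts gave at most 11. The count stayed within 1.5 times for treated against naive in control tumours (7678 to 9848) and the interaction (5791 to 9263). No call was made where an arm was left with 1 library. The cause of these changes was not tested, apart from the smaller number of libraries. Log2 fold changes, as medians for lists, ran over these fits from -0.322 to 0.0805 for Gbp2 in the naive grafts, from -0.323 to 0.0292 for Isg15 in the naive grafts, from -0.46 to 0.00616 for Sox2 in the treatment of Sox2Hi tumours, from -0.134 to 0.0939 for the interferon gamma list in the naive grafts, from -1.09 to -0.834 for the interferon gamma list in the treated grafts, from -0.135 to 0.0933 for the interferon-stimulated list in the naive grafts, from -1.15 to -0.818 for the interferon-stimulated list in the treated grafts, from -1.19 to -0.915 for the interferon-stimulated list in the interaction, from 1.96 to 2.24 for the interferon-stimulated list in the treatment of control tumours and from -0.143 to 0.217 for the tumour neutrophil list in the treatment of Sox2Hi tumours.

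In the naive grafts the interferon-stimulated median, near 0 and not past the threshold, changed sign to 0.06 with RLE factors, 0.0995 with all genes with a count and 0.0488 with limma-voom. For the treated grafts the interferon-stimulated list no longer passed the threshold, with a median of -0.485 with expressed-gene factors, -0.506 with background subtraction, -0.921 with camera with an estimated correlation, -0.456 with genes above background, -0.193 with library totals and -0.506 with the expressed-gene scaling (adjusted p-values from 0.066 to 0.49). For the interaction the interferon-stimulated list no longer passed the threshold, with a median of -0.268 with expressed-gene factors, -0.227 with background subtraction, -1.09 with camera with an estimated correlation, -0.21 with genes above background, -0.0915 with library totals and -0.273 with the expressed-gene scaling (adjusted p-values from 0.16 to 0.91). In the naive grafts the interferon gamma median, near 0 and not past the threshold, changed sign to -0.367 with expressed-gene factors, -0.389 with background subtraction, -0.41 with genes above background, -0.238 with library totals, -0.401 with the expressed-gene scaling, -0.0775 with the 2 groups compared alone, -0.0802 with the replicate block in the naive libraries alone, -0.364 with the same block with genes above background and -0.00325 with the replicate block by title number. For the treated grafts the interferon gamma list no longer passed the threshold, with a median of -0.459 with expressed-gene factors, -0.448 with background subtraction, -0.904 with camera with an estimated correlation, -0.414 with genes above background, -0.166 with library totals, -0.465 with the expressed-gene scaling and -0.787 with the 2 groups compared alone (adjusted p-values from 0.056 to 0.48). For the interaction the interferon gamma list no longer passed the threshold, with a median of -0.184 with expressed-gene factors, -0.166 with background subtraction, -1.01 with camera with an estimated correlation, -0.128 with genes above background, -0.0261 with library totals and -0.186 with the expressed-gene scaling (adjusted p-values from 0.17 to 0.93). Both lists kept their direction and side of the threshold for treatment in control and in Sox2Hi tumours under each alternative with a test. Medians ran from 1.01 to 2.26 and 1.08 to 2.34 in control tumours, and from 0.945 to 1.36 and 1.28 to 1.69 in Sox2Hi tumours, fits without 1 library included. The cause was not tested beyond the background simulation.

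Other lists and single genes changed sign as follows. Cd274 in the naive grafts became -0.261 with expressed-gene factors, -0.285 with background subtraction, -0.27 with genes above background, -0.135 with library totals, -0.261 with the expressed-gene scaling and -0.226 with the same block with genes above background. Cxcl10 in the interaction became 0.407 with expressed-gene factors, 0.444 with background subtraction, 0.464 with genes above background, 0.565 with library totals and 0.407 with the expressed-gene scaling. Gbp2 in the naive grafts became 0.145 with limma-voom. Ifit1 in the interaction became 0.0213 with expressed-gene factors, 0.0709 with background subtraction, 0.0819 with genes above background, 0.193 with library totals and 0.0213 with the expressed-gene scaling. Isg15 in the naive grafts became 0.0116 with limma-voom. Ly6g in the naive grafts became -0.028 with expressed-gene factors, -0.0385 with genes above background and -0.0275 with the expressed-gene scaling. Mx1 in the treated grafts became 0.132 with library totals. Mx1 in the interaction became 0.565 with expressed-gene factors, 0.378 with background subtraction, 0.625 with genes above background, 0.731 with library totals and 0.565 with the expressed-gene scaling. Mx1 in the treatment of control tumours became -0.406 with library totals. Rsad2 in the interaction became 0.0729 with expressed-gene factors, 0.12 with background subtraction, 0.132 with genes above background, 0.233 with library totals and 0.0729 with the expressed-gene scaling. Sox2 in the treatment of Sox2Hi tumours became 0.0314 with expressed-gene factors. The proliferation list in the naive grafts became -0.0324 with expressed-gene factors, -0.0284 with background subtraction, -0.0335 with genes above background and -0.0269 with the expressed-gene scaling. The proliferation list in the treated grafts became 0.024 with expressed-gene factors, 0.0422 with genes above background, 0.318 with library totals and 0.00635 with the expressed-gene scaling. The proliferation list in the interaction became 0.00711 with expressed-gene factors, 0.0573 with genes above background, 0.188 with library totals and 0.00585 with the expressed-gene scaling. The tumour neutrophil list in the treatment of Sox2Hi tumours became -0.06 with the replicate block by description number. Of the other comparisons of single genes, 1335 kept direction and side of the threshold, 165 were weaker, 36 stronger and 41 moved without a test. For the 5 other lists these numbers were 371, 77, 25 and 16. Fits without 1 library are included. The cause was not tested. The replicate block moved no interferon list across the threshold. In the naive grafts, where the numbers pair the libraries, the block by title number moved the granule list past it (0.335, fry adjusted p-value 0.029) and no other list or named gene. The block by description number, which pairs them alike, took out the NF-kB list (0.443, adjusted p-value 0.06), Igkv6-15, Olfr613 and Vmn1r197 (0.066, 0.052 and 0.055). In the naive libraries alone the block moved the granule list past it (0.29, fry adjusted p-value 0.03) and took the hypoxia list out (0.512, adjusted p-value 0.08). With genes above background as well, the granule (0.14), NF-kB (0.106), tumour neutrophil (0.116) and hypoxia (0.316) lists did not pass, and Cxcl10, Ifit1 and Ifit3 did. Outside the naive grafts, the blocks moved calls of single genes in both directions.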

Other observations

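The tests in this part were chosen after the results were seen, except the splits of the naive libraries with all filtered genes.

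Ddx3y reads were near 0 in control naive replicate 1, control treated replicate 1, Sox2Hi naive replicate 1 and Sox2Hi treated replicate 2, with 4, 8, 6 and 7 counts. They were 3854 and 2814 in replicate 2 of control naive and Sox2Hi naive, and 1436 and 1007 in replicate 3 of the same groups. Control treated replicate 2 had 6618 and Sox2Hi treated replicate 1 had 3980. So both naive groups hold the same order of values by replicate number.

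The 6 naive libraries can be split in 10 ways into 3 and 3. The real split called 554 genes and was the 1 split of the 10 with as many, and each other split called at most 1, with 384 to 2653 genes at an unadjusted p-value under 0.05 against 8095 in the real split. With genes above background it called 1113 and was again the 1 split of 10. Among the 4 splits that part all 3 pairs, the other 3 called at most 1 gene, and the 6 that part 1 pair also called at most 1. A share under 0.1 cannot be reached with 6 libraries.

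In treated tumours the interferon-stimulated list had a median of -0.51 for Sox2Hi against control under the expressed-gene scaling, and the neutrophil identity list -0.74. One hypothesis is that Sox2Hi treated libraries may hold a lower share of neutrophil RNA. Then markers of all other cell types would rise alike. The fibroblast and endothelial list had a median of 1.02, the keratinocyte list 0.048 (-0.39 under the all-gene scaling), the macrophage and dendritic cell list -0.047, the T and NK cell list -0.40 and 4 erythroid genes -2.02, with 0 of 4 higher. The fibroblast score rose over the T and NK score by 0.878, under 2 times the SD of 0.909 between libraries of a group. It rose over the erythroid score by 2.17 (SD 1.16), the widest of the 10 pairs of these 5 lists at 1.87 times its SD. The medians differ in sign, but none of the 10 differences reached 2 times its SD, so a lower share and a lower response cannot be told apart with 2 libraries in each group.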
